# Gasdermin C Is Upregulated by Inactivation of Transforming Growth Factor β Receptor Type II in the Presence of Mutated *Apc*, Promoting Colorectal Cancer Proliferation

**DOI:** 10.1371/journal.pone.0166422

**Published:** 2016-11-11

**Authors:** Masashi Miguchi, Takao Hinoi, Manabu Shimomura, Tomohiro Adachi, Yasufumi Saito, Hiroaki Niitsu, Masatoshi Kochi, Haruki Sada, Yusuke Sotomaru, Tsuneo Ikenoue, Kunitoshi Shigeyasu, Kohji Tanakaya, Yasuhiko Kitadai, Kazuhiro Sentani, Naohide Oue, Wataru Yasui, Hideki Ohdan

## Abstract

Mutations in *TGFBR2*, a component of the transforming growth factor (TGF)-β signaling pathway, occur in high-frequency microsatellite instability (MSI-H) colorectal cancer (CRC). In mouse models, *Tgfbr2* inactivation in the intestinal epithelium accelerates the development of malignant intestinal tumors in combination with disruption of the Wnt-β-catenin pathway. However, no studies have further identified the genes influenced by *TGFBR2* inactivation following disruption of the Wnt-β-catenin pathway. We previously described *CDX2P-G19Cre*;*Apc*^*flox/flox*^ mice, which is stochastically null for *Apc* in the colon epithelium. In this study, we generated *CDX2P-G19Cre*;*Apc*^*flox/flox*^;*Tgfbr2*^*flox/flox*^ mice, with simultaneous loss of *Apc* and *Tgfbr2*. These mice developed tumors, including adenocarcinoma in the proximal colon. We compared gene expression profiles between tumors of the two types of mice using microarray analysis. Our results showed that the expression of the murine homolog of *GSDMC* was significantly upregulated by 9.25-fold in tumors of *CDX2P-G19Cre*;*Apc*^*flox/flox*^;*Tgfbr2*^*flox/flox*^ mice compared with those of *CDX2P-G19Cre*;*Apc*^*flox/flox*^ mice. We then investigated the role of GSDMC in regulating CRC tumorigenesis. The silencing of GSDMC led to a significant reduction in the proliferation and tumorigenesis of CRC cell lines, whereas the overexpression of GSDMC enhanced cell proliferation. These results suggested that GSDMC functioned as an oncogene, promoting cell proliferation in colorectal carcinogenesis. In conclusion, combined inactivation of both Apc and Tgfbr2 in the colon epithelium of a CRC mouse model promoted development of adenocarcinoma in the proximal colon. Moreover, GSDMC was upregulated by *TGFBR2* mutation in CRC and promoted tumor cell proliferation in CRC carcinogenesis, suggesting that GSDMC may be a promising therapeutic target.

## Introduction

The classic paradigm of colorectal cancer (CRC) formation follows the adenoma-carcinoma sequence, in which CRC begins as an adenoma [1]. Additionally, CRC can be classified into two predominant forms of genomic instability: chromosome instability (CIN) and microsatellite instability (MSI). The subclass of MSI accounts for about 15% of CRCs and results from dysfunction of the DNA mismatch repair system [2–5].

Transforming growth factor (TGF)-β signaling has the potential to function as a tumor suppressor and regulates various biological processes, including cell growth, differentiation, apoptosis, extracellular matrix modeling, and immune response [6]. TGF-β signal inactivation occurs in many cancers, including pancreatic, breast, and colorectal cancer. In CRC, the components of the TGF-β signaling pathway, specifically *TGFBR2* and *Smad4*, are frequently mutated [7, 8]. *TGFBR2* mutations occur in the latter phase of CRC carcinogenesis when adenoma transitions to carcinoma in approximately 60–90% of high-frequency microsatellite instability (MSI-H) CRCs [9–13]. In clinical studies examining how mutations in the *TGFBR2* gene affect the development of MSI-H CRCs, tumors with *TGFBR2* mutations were shown to be more frequently located in the right-sided colon, usually had a poor degree of differentiation, tended to appear more frequently as Dukes B stage, and had worse prognoses than those without mutations, indicating that *TGFBR2* mutations contributed to tumor progression through the MSI pathway [14]. However, MSI-H tumors with *TGFBR2* mutations have been shown to be associated with better prognoses in resected stage III CRCs [9] but similar prognoses to those without *TGFBR2* mutations in a population-based study [15]. Thus, the association between prognosis and *TGFBR2* mutations in MSI-H CRCs is unclear.

The effects of *TGFBR2* mutations in the intestinal epithelium in cancer formation have also been studied in several genetically engineered mouse models [16]. Although *Tgfbr2* inactivation alone does not cause tumor-related changes, *Tgfbr2* conditional knockout mouse models have indicated that *Tgfbr2* inactivation in the intestinal epithelium accelerates the development of malignant intestinal tumors in combination with mutations in *Apc* [17], *Kras* [18], or *Pten* [19]. Therefore, such *in vivo* studies have demonstrated that *TGFBR2* inactivation acts synergistically with other aberrant signaling pathways that are often deregulated in CRC, such as the Wnt-β-catenin, RAS-RAF, and phosphoinositol 3-kinase (PI3K) pathways, to promote tumor development. However, no *in vivo* studies have identified the genes influenced by *TGFBR2* inactivation in the context of Wnt-β-catenin signaling disruption during colon tumor formation. These previously established CRC mouse models exhibited tumors predominantly in the small intestine. However, to mimic CRC, the ideal model would exhibit tumors in the colon because cellular responses to TGF-β signaling depend on the cell type and physiological condition [20, 21]. Our prior studies had revealed that mice carrying transgenes regulated by a 9.5-kb fragment containing 5′-flanking sequences from the human CDX2 promoter (CDX2P9.5) showed tightly restricted transgene expression in the colon epithelium [22]. Moreover, *CDX2P9*.*5-G19Cre*;*Apc*^*flox/flox*^ mice exhibited bi-allelic *Apc* inactivation in the colon epithelium initiated with stochastic activation of Cre recombinase with 19 guanine nucleotides (G19Cre) introduced downstream of the initiating ATG codon, followed by a frameshift reversion mutation in mononucleotide repeats [23–25]. This mouse model developed many polypoid tumors, including noninvasive adenocarcinoma, in the proximal colon.

In this study, we generated *CDX2P-G19Cre*;*Apc*^*flox/flox*^;*Tgfbr2*^*flox/flox*^ mice lacking Tgfbr2 and Apc protein specifically in the colon epithelium. We then compared the comprehensive gene expression profiles of tumors from *Apc* mutant mice and *Apc*/*Tgfbr2* mutant mice using microarray analysis. This analysis allowed us to elucidate the mechanisms inducing the characteristics of CRC with *TGFBR2* mutation and identify genes that may act as biomarkers or therapeutic targets in CRCs harboring *TGFBR2* mutations.

## Materials and Methods

### Ethics statements

This study was performed in strict accordance with the Guide for the Care and Use of Laboratory Animals and the local committee for animal experiments. All animal protocols were approved by the Institutional Animal Care and Use Committee of Hiroshima University (Permit Number: A15-57). We checked the body weights of the mice every day, and euthanized them immediately after weight loss was detected. Surgery was performed under sodium pentobarbital anesthesia, and all efforts were made to minimize the suffering of the mice. Mice were euthanized by CO2 asphyxiation as per IACUC guidelines.

### Generation of mouse lines

*Tgfbr2*^*flox/flox*^ mice (C57BL/6J) provided by H Ijichi (Tokyo University) [26] were mated with *Apc*^*flox/flox*^ mice [580S, [27]] to generate *Apc*^*flox/flox*^;*Tgfbr2*^*flox/flox*^ mice. *Apc*^*flox/flox*^;*Tgfbr2*^*flox/flox*^ mice were then mated with *CDX2P9*.*5-G19Cre* mice [23] to generate *Apc*^*flox/+*^;*Tgfbr2*^*flox/+*^; *CDX2P-G19Cre* mice. Finally, *Apc*^*flox/+*^;*Tgfbr2*^*flox/+*^; *CDX2P-G19Cre* mice were interbred to obtain *CDX2P-G19Cre*;*Apc*^*flox/flox*^;*Tgfbr2*^*flox/flox*^ mice and *CDX2P-G19Cre*;*Apc*^*flox/flox*^ mice. All mice were housed under specific pathogen-free conditions. Teklad Mouse Breeder Diet 8626 (Harland-Teklad) and automatically supplied water were provided to all mice used in tumorigenesis experiments. The breeding room was maintained at a constant temperature of 23°C ± 2°C, relative humidity of 50% ± 5%, 15–20 air changes per hour, and a 12-h light/dark cycle, with lights on at 8:00 am. Four or five mice were housed per cage with chopped wood bedding. Genotyping of *Apc* and *Tgfbr2* alleles was performed with genomic DNA extracted from mouse tails, as described previously [24,26].

### Tissue harvesting and fixation

After necropsy, the gastrointestinal tracts of mice were removed and analyzed for macroscopically visible lesions. The tissues were washed with PBS containing 0.01% Triton X-100 at 4°C with agitation. For pathological analyses and tRNA extraction, one part of the tumor tissue was fixed in 4% paraformaldehyde and embedded in paraffin, and the other part was embedded in OCT compound (Sakura Finetek Japan, Tokyo, Japan), rapidly frozen, and stored in liquid nitrogen.

### Laser capture microdissection and gene expression profiling

Tissues were fixed in OCT compound, and frozen sections (12 μm) were then cut, dehydrated, and stained with hematoxylin. tRNA was extracted from cancer tissues dissected with a LMD6500 laser capture microdissection device (Leica MICROSYSTEMS, Tokyo, Japan), and samples with an RNA integrity number greater than 6.0 were analyzed further. Gene expression profiling was compared between *CDX2P-G19Cre*;*Apc*^*flox/flox*^;*Tgfbr2*^*flox/flox*^ (n = 3) and *CDX2P-G19Cre*;*Apc*^*flox/flox*^ (n = 3) mouse tumors with a Mouse Gene 1.0 ST Array (Affymetrix, Tokyo, Japan). The arrays were scanned using a GeneArray scanner (Affymetrix), and gene expression data were analyzed using GeneSpring GX software ver. 11 (Agilent Technology, Santa Clara, CA, USA). The robust multichip analysis (RMA) algorithm was used for normalization to remove artifactual differences between arrays, and cut-off values were set at less than 20% to eliminate poorly reproducible entities between chips. Furthermore, gene set enrichment analysis (GSEA) of microarray data was performed to determine whether a priori-defined gene sets showed statistically significant concordant differences in gene expression between *CDX2P-G19Cre*;*Apc*^*flox/flox*^;*Tgfbr2*^*flox/flox*^ and *CDX2P-G19Cre*;*Apc*^*flox/flox*^ mouse tumors. The GSEA analyses were performed using GSEA2.2.2 software downloaded from the Molecular Signatures Database (MSigDB) and Simple Array Analyzer (developed by iAnalyze {Kagoshima, Japan}) according to the user manuals. The analysis was performed with the gene sets (c4: the computational gene set obtained by mining large cancer-related microarray data, and c5: Gene Ontology gene set) downloaded from MSigDB [28, 29].

### qRT-PCR

cDNA was generated using a QuantiTect Reverse Transcription Kit (Qiagen, Valencia, CA, USA) and was amplified with a Rotor-Gene Q 2PLEX HRM Real-Time PCR system (Qiagen). The qPCR mixture was prepared in a final volume of 25 μL, including 2× Rotor-Gene SYBR Green PCR Mix (Qiagen), 10 μM forward/reverse primers, and 32 ng cDNA. The amplification protocol consisted of denaturation at 95°C for 5 min, followed by 40 cycles of 95°C for 5 s and 60°C for 10 s. Beta-2-microglobulin (*B2M*) was used as an internal control. The PCR primers used for gene analysis are shown in S1 Table.

### Immunohistochemistry

For mouse tissues, we carried out immunohistochemical staining of β-catenin and immunofluorescence staining of Tgfbr2 with a rabbit anti-mouse TGFβRII polyclonal antibody (sc-220; Santa Cruz Biotechnology, Dallas, TX, USA) as previously described [30, 31]. For human tissues, formalin-fixed, paraffin-embedded samples were sectioned to 5-μm-thick sections and stained for GSDMC using a Catalyzed Signal Amplification System (Dako Japan, Tokyo, Japan), which is based on streptavidin-biotin-horseradish peroxidase complex formation. After deparaffinization and rehydration, the sections were treated with target retrieval solution (pH 9.0) at 96°C for 40 min. A rabbit anti-human GSDMC polyclonal antibody (NBP1-91924; Novus Biologicals, Littleton, CO, USA) were used at a dilution of 1:100, followed by incubation with peroxidase-labeled anti-rabbit IgG for 60 min.

### Surgical specimens

We investigated GSDMC mRNA and protein expression in cancer and corresponding adjacent normal colonic tissues for 44 consecutive CRCs resected at the Hiroshima University Hospital (Hiroshima, Japan) from 2013 to 2014. Patient characteristics were collected from a prospective database, and CRC was staged according to the American Joint Commission for Cancer Staging (6th edition). Written informed consent for participation in the study was obtained from all participants. This study was approved by Ethical Committee for Epidemiology of Hiroshima University (Permit Number: Epidemiology-744).

### Cell lines and reagents

All cell lines were obtained from the American Type Culture Collection (ATCC) from 1998 to 2000. The amphotropic Phoenix packaging cell line was provided by G. Nolan (Stanford University, Palo Alto, CA, USA). Details of cell culture conditions were previously described [32].

### RNA interference

Two siRNA duplexes targeting GSDMC (GSDMC siRNA1 and siRNA2) and a nonsilencing siRNA duplex (MISSION siRNA Universal Negative Control: SIC-002; Sigma Aldrich, Hokkaido, Japan) were synthesized by Sigma Aldrich. Sequences of GSDMC siRNAs are listed in S2 Table. Cells were cultured in antibiotic-free medium for 24 h and then transfected with siRNAs (80 pmol) using Lipofectamine RNAiMAX Transfection Reagent (Life Technologies, Tokyo, Japan). The silencing effect of the siRNAs was examined by qRT-PCR 48 h after transfection.

### Plasmid construction

A 1606-bp fragment of the *GSDMC* allele containing a Flag tag at the 3′ end was amplified from cDNA of LoVo cells using the indicated primers (S2 Table) and then was inserted into the retroviral expression vector pDON-5 neo (TaKaRa, Shiga, Japan) by SalI/BglII digestion to form the vector pDON-5/GSDMC. All plasmids derived from PCR products were verified by sequencing.

The hairpin-loop oligonucleotides containing GSDMC siRNA2 and nonsilencing siRNA (S2 Table) were synthesized and inserted into pSUPER.retro.neo+gfp (OligoEngine, Seattle, WA, USA) by BglII/HindIII digestion to generate pSUPER/GSDMC shRNA2 and pSUPER/nonsilencing shRNA.

### Retroviral infections

Phoenix packaging cells were transfected with retroviral constructs; supernatants containing nonreplicating amphotropic virus were harvested. For GSDMC overexpression, SW480 and WiDr cells were infected with virus containing pDON-5/GSDMC and pDON-5 vectors. For GSDMC silencing, LoVo cells were infected with virus containing pSUPER/GSDMC shRNA2 and pSUPER/nonsilencing shRNA. Cells were selected with neomycin (500, 600, and 250 μg/mL, respectively for SW480, WiDr, and LoVo cells) for 2–3 weeks as previously described [32].

### Western blotting

Western blot analysis was performed essentially as previously described [32]. Anti-GSDMC rabbit polyclonal antibodies (TA315616; ORIGENE, CA, USA) and anti-β actin monoclonal antibodies (clone AC-15; Sigma Aldrich) were used at 1:1000 dilutions.

### Cell proliferation assays

Cell proliferation was measured using a CellTiter 96 AQueous One Solution Cell Proliferation Assay (MTS) kit (Promega KK, Tokyo, Japan). The target cells (700 cells/well) were seeding and incubated in a 96-well plate. MTS reagent (20 μL) was added to each well, and plates were incubated for 2 h in a humidified incubator at 37°C with an atmosphere containing 5% CO_2_ for 0, 48, 96, or 144 h after transfection. The absorbance (A) of each plate was measured at 490 nm. Assays were performed in triplicate.

### Soft agar colony formation assays

Colony formation assays were performed in 35-mm dishes as described previously [33, 34]. Assays were performed in triplicate.

### *In vivo* tumorigenesis assays

Female BALB/cA Jcl-nu mice (CLEA Japan, Tokyo, Japan) were used at 5 weeks of age. A total of 1.0 × 10^7^ LoVo cells stably expressing *GSDMC* shRNA2 or nonsilencing shRNA were subcutaneously injected into the right flanks of nude mice. The tumor size was measured by a Vernier caliper every 3 days from days 5–14 after cell implantation. The volume was calculated using the following formula: V = 0.5a × b^2^, where a is the long diameter, and b is the short diameter. The tumors were removed and weighed on day 14.

### Statistical analysis

All values are expressed as means ± standard deviations (SDs). The statistical significance of differences was determined by Mann-Whitney U tests, χ^2^ tests, unpaired t test or Fisher’s exact tests. Differences with *p* value of less than 0.05 were considered statistically significant. All statistical analyses were performed using JMP 10 software (SAS Institute Inc.).

## Results

### *CDX2P-G19Cre*;*Apc*^*flox/flox*^;*Tgfbr2*^*flox/flox*^ mice developed polypoid lesions, including well-differentiated adenocarcinoma, in the colon

The growth of *CDX2P-G19Cre*;*Apc*^*flox/flox*^;*Tgfbr2*^*flox/flox*^ mice, as measured by body weight, was inhibited relative to that of wild-type mice after 14 days (Fig 1A), and *CDX2P-G19Cre*;*Apc*^*flox/flox*^;*Tgfbr2*^*flox/flox*^ mice did not live for more than 4 weeks, similar to those observed in *CDX2P-G19Cre*;*Apc*^*flox/flox*^ mice. The death in two genetically engineering mice was assumed to be tumor-related, caused by tumor bleeding because there was no suggestive finding of the ileus, such as the intestinal dilatation on the oral side of the tumors. Genetic analysis showed evidence of recombination of the *Apc*^*flox*^ and *Tgfbr2*^*flox*^ alleles in the tumor tissue, but not in the normal jejunum tissue without Cre expression, as well as some recombination in the normal colonic tissue, including those in which Cre protein was expressed but macroscopic tumors did not arise (Fig 1B). Mice were euthanized at 3 weeks of age to evaluate the development of colon tumors. The proximal colons of *CDX2P-G19Cre*;*Apc*^*flox/flox*^;*Tgfbr2*^*flox/flox*^ mice exhibited multiple polypoid lesions, and histological analysis showed that these tumors were well-differentiated adenocarcinomas, similar to those observed in *CDX2P-G19Cre*;*Apc*^*flox/flox*^ mice (Fig 1C–1F). Both types of genetically engineered mice had distant metastases. Although the morphological phenotypes of the two mouse models did not differ, immunofluorescence staining revealed that intact Tgfbr2 was not expressed in the tumors of *CDX2P-G19Cre*;*Apc*^*flox/flox*^;*Tgfbr2*^*flox/flox*^ mice but was expressed in those of *CDX2P-G19Cre*;*Apc*^*flox/flox*^ mice (Fig 1G). Immunohistochemical staining for β-catenin in serial sections of the tumor indicated nuclear and cytoplasmic accumulation of β-catenin (Fig 1H–1J), suggesting that the tumors developed through abnormal activation of the Wnt-β-catenin pathway.

**Fig 1:**
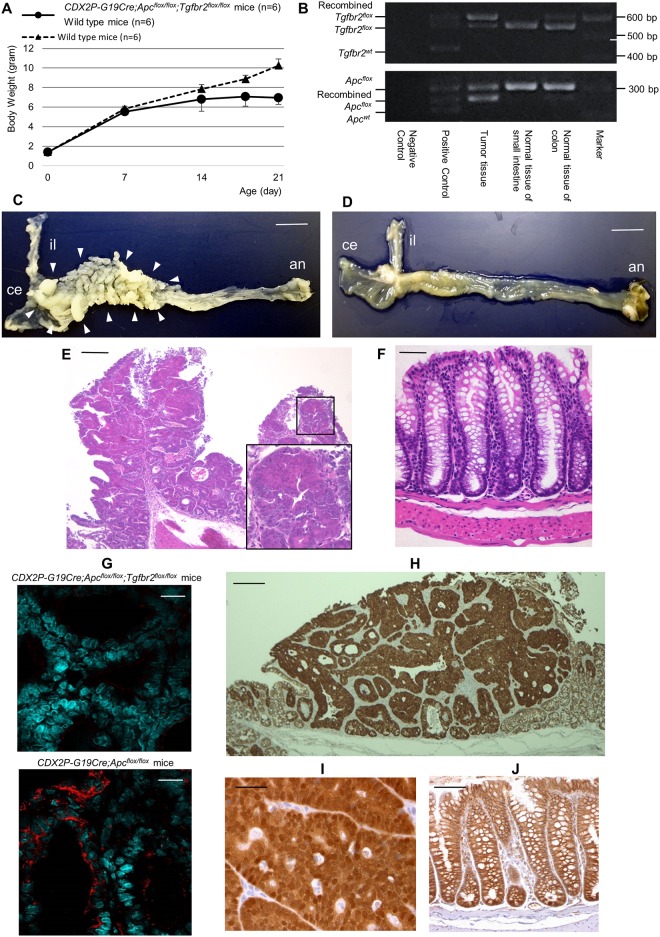
Tumorigenesis in *CDX2P-G19Cre*;*Apc*^*flox/flox*^;*Tgfbr2*^*flox/flox*^ mice and histological analysis of tumors. (A) Body weights of *CDX2P-G19Cre*;*Apc*^*flox/flox*^;*Tgfbr2*^*flox/flox*^ and control (wild-type) mice. Solid line, *CDX2P-G19Cre*;*Apc*^*flox/flox*^;*Tgfbr2*^*flox/flox*^ mice; dotted line, control mice. Points, means; bars, SDs. (B) Genotyping of *Apc* and *Tgfbr2* in tumor, normal jejunum, and colon tissues. (C) Images of dissected terminal ileums and colons of *CDX2P-G19Cre*;*Apc*^*flox/flox*^;*Tgfbr2*^*flox/flox*^ mice, showing multiple polypoid lesions in the proximal colon. Scale bar, 1 cm. (D) Images of dissected terminal ileum and colon of control (wild-type) mice. Scale bar, 1 cm. il, ileum; ce, cecum; an, anus. The locations of polypoid lesions are indicated by arrowheads. (E) Histological analysis of hematoxylin and eosin (H&E)-stained sections of tumors from *CDX2P-G19Cre*;*Apc*^*flox/flox*^;*Tgfbr2*^*flox/flox*^ mice showing well-differentiated adenocarcinoma, and higher-power H&E-stained sections of cancer tissue (bottom right). Bar, 100 μm. (F) Histological analysis of H&E-stained sections of normal colon from control (wild-type) mice. Bar, 10 μm. (G) Tgfbr2 immunofluorescence staining of tumors from *CDX2P-G19Cre*;*Apc*^*flox/flox*^;*Tgfbr2*^*flox/flox*^ mice and *CDX2P-G19Cre*;*Apc*^*flox/flox*^ mice. The nuclei are shown in green, and Tgfbr2 is shown in red. upper panel: intact Tgfbr2 was not detected in tumors from *CDX2P-G19Cre*;*Apc*^*flox/flox*^;*Tgfbr2*^*flox/flox*^ mice; lower panel: Tgfbr2 was detected in tumors in *CDX2P-G19Cre*;*Apc*^*flox/flox*^ mice. Bar, 10 μm. (H, I) Immunohistochemical staining for β-Catenin in tumors from *CDX2P-G19Cre*;*Apc*^*flox/flox*^;*Tgfbr2*^*flox/flox*^ mice. (J) Immunohistochemical staining for β-Catenin in normal epithelium from control (wild-type) mice. (H) Bar, 100 μm. (I, J) Bar, 20 μm.

### Identification of candidate genes whose expression was altered in response to *Tgfbr2* mutation by microarray analysis

Differentially expressed genes were identified as those having a fold-change of at least 2.0 and a *p* value of less than 0.05 between two groups. 

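The microarrays compared laser-dissected colon tumors of 3 CDX2P-G19Cre;Apcflox/flox;Tgfbr2flox/flox mice (double knockout tumors) with those of 3 CDX2P-G19Cre;Apcflox/flox mice (Apc knockout tumors), all 3 weeks old, with 1 Affymetrix Mouse Gene 1.0 ST array per mouse. Tgfbr2, the TGF-β receptor gene deleted in the first group, had a log2 signal of 10.60 ± 0.34 (SD, n = 3) in double knockout tumors and 11.27 ± 0.15 (SD, n = 3) in Apc knockout tumors. This is a log2 fold change of −0.67 (standard error 0.19, adjusted p = 0.821 from limma). Every double knockout tumor was lower than every Apc knockout tumor (two-sided exact permutation test, p = 0.1, the smallest p that 3 tumors against 3 allow). Apc, deleted in both groups, had a log2 fold change of −0.25 (standard error 0.18), and B2m, the light chain of MHC class I, of −0.08 (standard error 0.18). The probes of these sets were not placed relative to the deleted exons, so the levels of Tgfbr2 and Apc do not check the genotypes. Signals were the authors' log2 values after RMA, which corrects the background, normalizes quantiles across arrays and summarizes the probes of each set. The median signal per array was between 7.68 and 7.80. Of 35556 probe sets, 19506 were tested with limma, double knockout minus Apc knockout: those with a gene symbol and a mean at or above the 20th percentile (5.88). The methods apply a cut-off of 20% against entities that were poorly reproducible between chips. The filter on level was used here in its place, and a coefficient of variation under 20% in both groups, on the linear scale, was an alternative. Benjamini-Hochberg adjustment was over all sets tested. The number of arrays limits the precision of every value. Double knockout tumor 2 stood apart from the rest: its correlation with other tumors was 0.904 to 0.937, against 0.968 to 0.982 among the other 5, and the first principal component (58.5% of the variance) placed it at 79.3 and the other 5 between −24.7 and −1.22. Relative to the other 2 double knockout tumors, a list of 21 colonocyte differentiation genes was higher by 1.31 in double knockout tumor 2 on the log2 scale, a list of 12 smooth muscle markers was higher by 1.64, and a list of 23 Wnt targets and crypt stem cell genes differed by −1.91. Xist and the Y-linked genes gave a male pattern in double knockout tumors 1 and 2 and in Apc knockout tumor 3, and a female pattern in the other 3 tumors.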

Thirteen genes were significantly upregulated, and 37 genes were significantly downregulated in the tumors of *CDX2P-G19Cre*;*Apc*^*flox/flox*^;*Tgfbr2*^*flox/flox*^ mice compared with those of *CDX2P-G19Cre*;*Apc*^*flox/flox*^ mice (Table 1). 

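Muc6 and Psca, known from gastric epithelium, and the acute phase genes Hp, Saa3 and Lcn2 had lower signals in double knockout tumors than in Apc knockout tumors, and Ihh had a higher one. Muc6, a gel-forming mucin of gastric glands, was at 7.48 ± 0.34 (SD, n = 3) on the log2 scale in double knockout tumors and 9.85 ± 0.27 (SD, n = 3) in Apc knockout tumors, which is 5.19-fold lower (log2 fold change −2.38, standard error 0.22, adjusted p = 0.606 from limma, the smallest of all probe sets). Haptoglobin (Hp), the plasma protein that binds free hemoglobin, was 4.44-fold lower (7.90 ± 0.07 against 10.06 ± 0.47, SD, n = 3 each), and the acute phase genes Saa3 and Lcn2 were 3.22-fold and 2.74-fold lower. Psca, a GPI-anchored surface protein of gastric epithelium, was 4.89-fold lower. Ihh, the hedgehog ligand made by differentiated colonocytes, was 2.46-fold higher (10.50 ± 0.12 against 9.20 ± 0.42, SD, n = 3 each). Of 15 gastric epithelium genes, 13 were lower (12 after median centring), with a median log2 fold change of −0.19, and the list passed camera in limma, which tests a list against all other genes (adjusted p = 0.000639, adjusted p = 0.330 with an estimated correlation). Of 23 acute phase and epithelial inflammation genes, 15 were lower, with a median of −0.24 (adjusted p = 0.00568, adjusted p = 0.415 with an estimated correlation). The second call ended without Apc knockout tumor 2 (0.143), in a range of 0.000419 to 0.415 over all alternatives. In each list 2 members passed when adjusted over the list alone and 0 over all genes, and both lists hold genes of Table 1, so they are not independent evidence of direction. All 12 neutrophil markers had lower signals too, with a median of −1.02 (11 of them after median centring or quantile normalization).
Other genes higher in double knockout tumors were Cbr2, a carbonyl reductase (4.07-fold), Grpr, the receptor for gastrin-releasing peptide (3.32-fold), Ddc, the aromatic amino acid decarboxylase (3.31-fold), Tinag (2.88-fold), Enpp3, an ectonucleotidase (2.83-fold), Nox1, the superoxide-generating NADPH oxidase of colon epithelium (2.76-fold), Sh3rf2 (2.43-fold), A1cf, a cofactor of apolipoprotein B mRNA editing (2.37-fold), Cyp2w1 (2.33-fold) and Tm4sf20 (2.30-fold). Cbr2 varied among the double knockout tumors, with 8.15, 10.19 and 8.68. Double knockout tumor 2 was the highest of the 6 tumors for Cbr2, Ddc, Tinag, Enpp3, Sh3rf2, A1cf and Tm4sf20. It was not the highest for Grpr, Nox1 or Cyp2w1. The groups lay close for Tm4sf20 (10.01 in double knockout tumor 3, 9.93 in Apc knockout tumor 2). They also did for A1cf (7.36 in double knockout tumor 3, 7.21 in Apc knockout tumor 1) and Nox1 (11.31 in double knockout tumor 2, 11.02 in Apc knockout tumor 2). Among genes with lower signals, Slc38a4, an amino acid transporter, had a log2 fold change of −2.11, Mdga2 of −2.11, Adgrg2 of −2.07, Ptprz1, a receptor-type tyrosine phosphatase, of −1.88, Spock2 of −1.83, Hmgcll1 of −1.81, Sbspon of −1.80, Retnlg, a neutrophil product, of −1.72 and Camkv of −1.70. Double knockout tumor 2 was the lowest of the 6 tumors for all of these except Retnlg, among them Slc38a4 (6.49, with 9.20 and 9.76 in the other double knockout tumors), Adgrg2 (5.90, with 8.52 and 8.57), Spock2 (8.80, with 11.45 and 11.41) and Sbspon (6.61, with 8.56 and 8.81). Without that tumor the log2 fold change was −1.12 for Slc38a4, −1.19 for Adgrg2, −0.96 for Spock2 and −1.11 for Sbspon, and Cbr2 and Ddc were 2.70-fold and 2.16-fold higher. Slc38a4 was at −2.75 without double knockout tumor 3 and Mdga2 at −2.79 without Apc knockout tumor 2.
No probe set passed an adjusted p of 0.05 in limma or in the methods' t-test, whose smallest adjusted p was 0.769. At an unadjusted p under 0.05, limma found 347 higher and 745 lower, 1092 together where chance gives 975, and the methods' t-test found 998. The groups did not overlap in 2378 probe sets, 12.2% of those tested, where chance gives 10%. At the study's thresholds of 2-fold and an unadjusted p under 0.05, 37 probe sets were higher and 121 lower in limma, and 15 were higher and 46 lower in the methods' t-test. The limma counts were 213 and 297 without double knockout tumor 3, 64 and 70 without double knockout tumor 2, 28 and 54 without Apc knockout tumor 1, and 14 and 85 without Apc knockout tumor 3. With the filter on the coefficient of variation, 29 higher and 78 lower of 15417 probe sets passed the adjusted threshold, but the filter kept only 4 of the 48 sets matched to Table 1 and removed the Gsdmc4 set, and with array weights, whose estimate did not converge, 1155 and 1589 passed.
All 13 genes that Table 1 gives as upregulated had higher signals in double knockout tumors (2.05-fold to 9.69-fold), and the 35 downregulated genes paired with a probe set, of 37, had lower ones (2.04-fold to 5.19-fold), with no overlap between groups for any. The methods' t-test gave an unadjusted p under 0.05 for all 13 and for 34 of the 35. Adjusted over the list alone, 14 of 14 list members passed among the upregulated genes (Gsdmc2 and Gsdmc4 counted separately) and 34 of 34 single-gene members among the downregulated ones, against 0 over all genes. Both lists were chosen by the study on these tumors, so these counts are not independent evidence of direction. As sets, both passed camera (adjusted p = 4.36e-19 and 1.81e-42) but not with an estimated correlation (adjusted p = 0.132 for each with an estimated correlation).

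**Figure D1:**
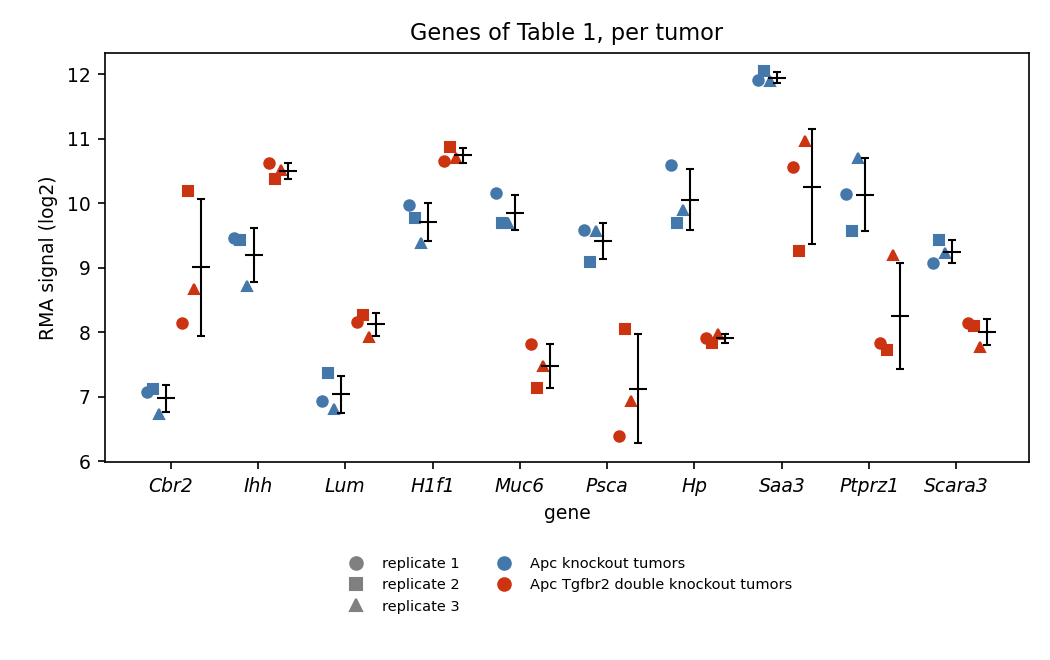
RMA signal on the log2 scale (vertical axis) of 10 genes of Table 1 (horizontal axis), 1 point per tumor, in Apc knockout tumors (blue) and double knockout tumors (red), with the mean and SD of 3 tumors beside each group. The points of the groups do not overlap for any of these genes, and the double knockout tumors lie at 7.14 to 7.83 for Muc6 against 9.70 to 10.16 in the Apc knockout tumors.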

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus (Edgar *et al*., 2002) and are accessible through GEO Series accession number GSE82133 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE82133). Of these candidate genes, GasderminC2/GasderminC4 (*Gsdmc2|Gsdmc4)* was the most highly upregulated. Additionally, quantitative reverse transcription polymerase chain reaction (qRT-PCR) further confirmed the significant upregulation of *Gsdmc2|Gsdmc4* (Fig 2), thus validating the microarray results. 

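The largest difference of all 19506 probe sets tested was in a probe set of Gsdmc4, a gasdermin gene, which was 9.69-fold higher in double knockout tumors (95% confidence interval 2.05 to 45.9). Its log2 signal was 11.14 ± 1.53 (SD, n = 3) in double knockout tumors and 7.86 ± 1.26 (SD, n = 3) in Apc knockout tumors. The double knockout tumors were at 11.63, 12.36 and 9.43 and the Apc knockout tumors at 9.20, 6.71 and 7.67, so double knockout tumor 3 lay just above Apc knockout tumor 1. The log2 fold change was 3.28 (standard error 0.92, adjusted p = 0.821 from limma). The groups did not overlap (two-sided exact permutation test, p = 0.1, the smallest that the design allows). With 1 tumor left out, the difference was 17.5-fold without double knockout tumor 3, 15.4-fold without Apc knockout tumor 1, 6.35-fold without double knockout tumor 2, 6.50-fold without Apc knockout tumor 2, and 8.17-fold and 9.07-fold without double knockout tumor 1 and Apc knockout tumor 3. The probe annotation used here gives this set the symbol Gsdmc4 alone, and it was matched to the study's pair of Gsdmc4 and Gsdmc2 by its fold and p. From its position in this comparison and from qRT-PCR (Fig 2), the paper identifies GSDMC as a gene upregulated when Tgfbr2 is inactivated.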

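Matrix metalloproteinases, collagens with other extracellular matrix genes, and receptor protein tyrosine phosphatases were compared between double knockout and Apc knockout tumors as gene lists. Of 19 matrix metalloproteinase genes, 14 had lower and 5 higher signals in double knockout tumors, with a median log2 fold change of −0.34. Mmp14, a membrane-bound protease that activates pro-MMP2, had a log2 fold change of −0.65 (standard error 0.25), Mmp8, the collagenase of neutrophils, of −1.55 (standard error 0.62), Mmp16 of −0.32 (standard error 0.15) and Mmp10 of −0.70 (standard error 0.36). Of 26 collagen and matrix genes, 16 were lower and 10 higher, with a median of −0.10, among them Thbs1, an adhesive matrix glycoprotein (−0.76, standard error 0.17), Col18a1 (−0.44), Lamb1 (−0.40) and fibronectin (Fn1, −0.46). Of 21 receptor phosphatases, 13 were lower and 8 higher (11 and 10 after median centring), with a median of −0.09. Ptpre had a log2 fold change of −0.96, Ptprj of −0.32 and Ptpro of −1.11. Ptprz1, the receptor phosphatase of Table 1, was at −1.88 and is not independent evidence of direction.
The metalloproteinase list passed camera in limma (adjusted p = 0.00855), but not with an estimated correlation (adjusted p = 0.415 with an estimated correlation). Markers of neutrophils, a list that shares Mmp8 and Mmp9 with it, were lower as well (camera adjusted p = 1.74e-05, adjusted p = 0.415 with an estimated correlation, 0 members adjusted over the list alone). The collagen and matrix list passed at 0.0426 and had an adjusted p = 0.792 with an estimated correlation. Its call ended without Apc knockout tumor 1 (0.311), without Apc knockout tumor 3 (0.317), at a 40th percentile filter (0.0805) and after quantile normalization (0.0558), and it pointed upward without double knockout tumor 3 (0.716), with a range over all alternatives of 7.49e-05 to 0.878. The phosphatase list did not pass (adjusted p = 0.246). Over all genes 0 members of these 3 lists passed limma, 0 did when adjusted over the list alone, and 2, 2 and 3 members were lower at an unadjusted p under 0.05. The MSigDB gene sets themselves were not used here.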

The gene sets differentially expressed in tumors of *CDX2P-G19Cre*;*Apc*^*flox/flox*^;*Tgfbr2*^*flox/flox*^ mice in comparison with those of *CDX2P-G19Cre*;*Apc*^*flox/flox*^ mice as determined by GSEA software and Simple Array Analyzer are shown in S3 and S4 Tables.

**Table 1:** A selective list of genes that are differentially expressed (P < 0.05) in the tumors of *CDX2P-G19Cre*;*Apc*^*flox/flox*^;*Tgfbr2*^*flox/flox*^ mice compared with those of *CDX2P-G19Cre*;*Apc*^*flox/flox*^ mice with a fold-change of at least 2.0.

Gene description	Gene symbol	Fold^a^	P value^b^
**Genes whose expression was upregulated**			
gasdermin C4 | gasdermin C2	*Gsdmc4|Gsdmc2*	9.25	0.045
carbonyl reductase 2	*Cbr2*	3.75	0.034
gastrin releasing peptide receptor	*Grpr*	2.92	0.036
ectonucleotide pyrophosphatase/phosphodiesterase 3	*Enpp3*	2.60	0.039
Indian hedgehog	*Ihh*	2.43	0.007
SH3 domain containing ring finger 2	*Sh3rf2*	2.36	0.042
cytochrome P450, family 2, subfamily w, polypeptide 1	*Cyp2w1*	2.27	0.042
calcium/calmodulin-dependent protein kinase ID	*Camk1d*	2.11	0.046
annexin A13	*Anxa13*	2.11	0.035
secreted and transmembrane 1B	*Sectm1b*	2.05	0.019
phospholipase B domain containing 1	*Plbd1*	2.05	0.012
histone cluster 1, H1a	*Hist1h1a*	2.03	0.005
lumican	*Lum*	2.01	0.005
**Genes whose expression was downregulated**			
mucin 6, gastric	*Muc6*	4.86	0.001
prostate stem cell antigen	*Psca*	4.48	0.010
haptoglobin	*Hp*	4.26	0.001
protein tyrosine phosphatase, receptor type Z, polypeptide 1	*Ptprz1*	3.54	0.031
serum amyloid A 3	*Saa3*	3.20	0.030
clusterin	*Clu*	3.00	0.025
keratin 23	*Krt23*	2.82	0.028
U1b1 small nuclear RNA | U1b2 small nuclear RNA | U1b6 small nuclear RNA	*Rnu1b1|Rnu1b2|Rnu1b6*	2.82	0.050
neuronatin	*Nnat*	2.79	0.010
lipocalin 2	*Lcn2*	2.74	0.042
LIM and calponin homology domains 1	*Limch1*	2.61	0.037
ATP-binding cassette, sub-family B (MDR/TAP), member 1B	*Abcb1b*	2.47	0.005
glycosylphosphatidylinositol specific phospholipase D1	*Gpld1*	2.46	0.032
plasminogen activator, tissue	*Plat*	2.45	0.030
insulin-like growth factor 2	*Igf2*	2.41	0.046
predicted gene 22	*Gm22*	2.33	0.047
scavenger receptor class A, member 3	*Scara3*	2.29	0.002
synaptotagmin V	*Syt5*	2.28	0.031
dickkopf homolog 3 (Xenopus laevis)	*Dkk3*	2.23	0.018
villin-like	*Vill*	2.23	0.038
sidekick homolog 2 (chicken)	*Sdk2*	2.22	0.044
N-acetylated alpha-linked acidic dipeptidase-like 2	*Naaladl2*	2.21	0.031
ceruloplasmin	*Cp*	2.18	0.002
solute carrier family 22 (organic cation transporter), member 3	*Slc22a3*	2.18	0.037
epoxide hydrolase 1, microsomal	*Ephx1*	2.17	0.043
protocadherin beta 12	*Pcdhb12*	2.17	0.020
cyclin-dependent kinase inhibitor 1C (P57)	*Cdkn1c*	2.16	0.036
RNA U12, small nuclear	*Rnu12*	2.16	0.017
zinc finger protein 503	*Zfp503*	2.07	0.012
tenascin C	*Tnc*	2.05	0.036
solute carrier family 19 (sodium/hydrogen exchanger), member 3	*Slc19a3*	2.05	0.041
small nucleolar RNA, H/ACA box 74A	*Snora74a*	2.05	0.016
U3A small nuclear RNA	*Rnu3a*	2.04	0.011
CD1d1 antigen	*Cd1d1*	2.03	0.007
ring finger protein 180	*Rnf180*	2.02	0.004
family with sequence similarity 55, member D	*Fam55d*	2.02	0.011
WAP four-disulfide core domain 15B	*Wfdc15b*	2.01	0.017

^a^ Fold indicates a gene expression ratio of the tumors of *CDX2P-G19Cre*;*Apc*^*flox/flox*^;*Tgfbr2*^*flox/flox*^ mice to those of *CDX2P-G19Cre*;*Apc*^*flox/flox*^ mice.

^b^ P values were calculated by the unpaired t-test.

**Fig 2:**
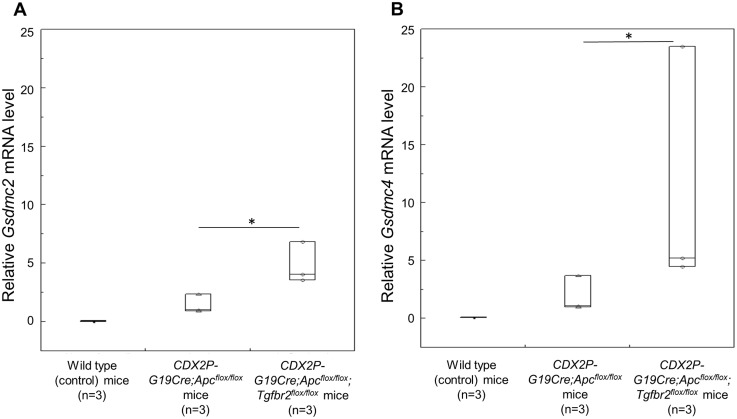
Quantitative reverse transcription PCR analysis. (A-B) Expression levels of *Gsdmc2* (A) and *Gsdmc4* mRNAs (B) in the tumors of *CDX2P-G19Cre*;*Apc*^*flox/flox*^;*Tgfbr2*^*flox/flox*^ and *CDX2P-G19Cre*;*Apc*^*flox/flox*^ mice, and in the normal proximal colon of wild-type (control) mice (n = 3 per group). *p < 0.05. Data are shown as box plots. The horizontal lines represent the median score, and the bottom and top of the boxes represent the 25th and 75th percentiles, respectively.

### GSDMC expression in human CRC

Immunohistological analysis confirmed that GSDMC was not expressed in normal colonic tissues (Fig 3A and 3B), whereas GSDMC was expressed in the cancer tissues of almost all CRCs (Fig 3C and 3D). Consistent with these results, qRT-PCR analysis confirmed that *GSDMC* was upregulated in CRC tissues compared with that in corresponding adjacent normal colonic tissues (Fig 3E).

**Fig 3:**
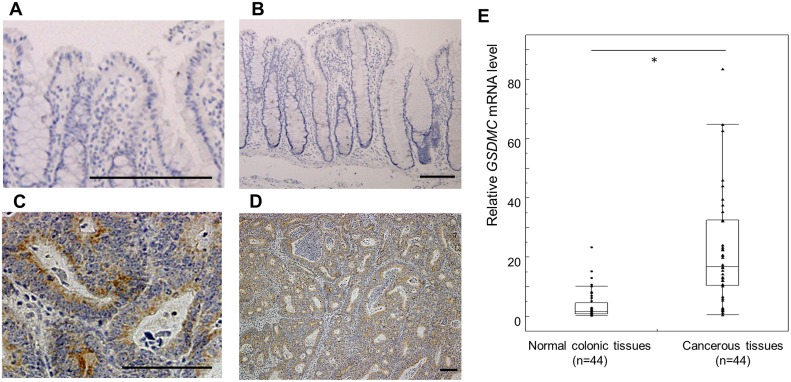
GSDMC immunohistochemical staining of normal colonic tissues (A, B) and CRC specimens (C, D). (A), (C) High-magnification image. (B), (D) Low-magnification image. GSDMC was not expressed in normal colonic tissues, whereas GSDMC was diffusely distributed in the cytoplasm of cancer cells. Scale bar 100 μm (E) The expression of *GSDMC* mRNA was significantly increased in cancer tissues compared with that in normal tissues. Data are shown as box plots. The horizontal lines represent the median score, the bottom and top of the boxes represent the 25th and 75th percentiles, respectively, and the whiskers represent the range of expression level.

### Effects of GSDMC silencing and overexpression on cell growth

Next, we analyzed the effects of GSDMC expression on proliferative ability by silencing or overexpressing GSDMC in CRC cell lines. DLD-1 and LoVo cells, which had relatively high endogenous expression of *GSDMC* mRNA (S1 Fig), were transfected with two small-interfering RNAs (siRNAs) targeting *GSDMC*. qRT-PCR confirmed that the siRNAs significantly blocked *GSDMC* expression compared with that in cells transfected with nonsilencing RNA (Fig 4A and 4B).

**Fig 4:**
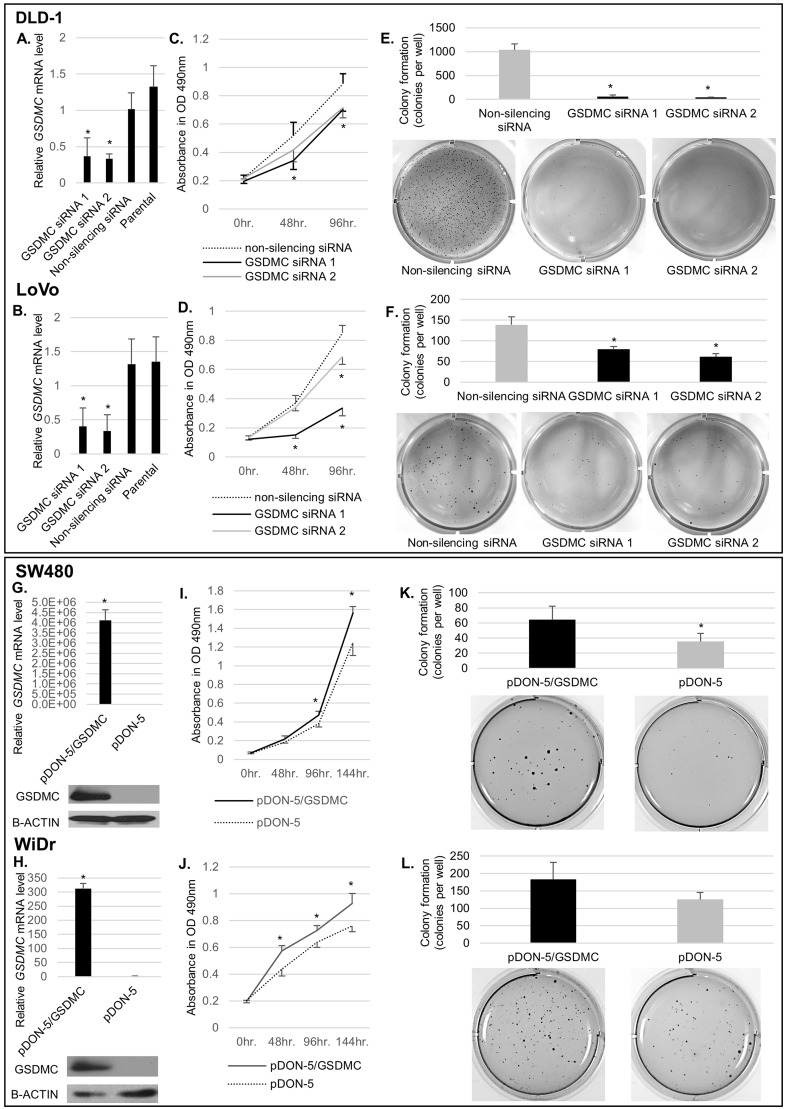
GSDMC promoted tumor growth *in vitro*. (A), (B) Quantitative reverse transcription (qRT)-PCR of the expression of *GSDMC* mRNA after transfection of DLD1 and LoVo cells with siRNAs. (C), (D) MTS assays were used to analyze the effects of *GSDMC* knockdown on cell proliferation in DLD-1 and LoVo cells for up to 4 days. (E), (F) Colony formation assays in DLD-1 and LoVo cells. Upper panel: number of colonies; lower panel: imaging results. Colonies were monitored for up to 11 days after cell seeding on the plates. (G), (H) Upper panel: qRT-PCR; lower panel: western blotting analysis in SW480 or WiDr cells transfected with pDON-5/GSDMC or pDON-5. (I), (J) MTS assays in SW480 or WiDr cells transfected with pDON-5/GSDMC or pDON-5. Cell growth was monitored up to 6 days. (K), (L) Colony formation assays in SW480 or WiDr cells transfected with pDON-5/GSDMC or pDON-5. Those in WiDr cells did not show significant differences (*p* = 0.127). Upper panel: number of colonies; lower panel: imaging results. Colonies were monitored for up to 11 days after cell seeding on the plates. Representative data from three independent experiments are shown. *p < 0.05.

MTS assays revealed that the proliferation of cells transfected with GSDMC siRNA1 and siRNA2 was inhibited compared with that in cells transfected with nonsilencing RNA (Fig 4C and 4D; *p* < 0.05). Furthermore, in colony formation assays, GSDMC silencing resulted in a significant decrease in anchorage-independent growth ability in DLD-1 cells (Fig 4E; GSDMC siRNA1-transfected cells: 57.3 ± 32.3 colonies per well, GSDMC siRNA2-transfected cells: 43.7 ± 2.5 colonies per well, control cells; 1036.7 ± 125.4 colonies per well; *p* < 0.05) and LoVo cells (Fig 4F; GSDMC siRNA1-transfected cells: 80.0 ± 6.4 colonies per well, GSDMC siRNA2-transfected cells: 61.7 ± 7.2 colonies per well, control cells: 138.7 ± 19.0 colonies per well; *p* < 0.05).

Conversely, SW480 and WiDr cells, which exhibited low endogenous expression of *GSDMC* mRNA (S1 Fig), were transfected with a vector encoding human full-length *GSDMC* (pDON-5/GSDMC) or an empty vector (pDON-5). The efficiency of GSDMC overexpression is shown in Fig 4G and 4H. MTS assays revealed that cell proliferation was significantly promoted in cells transfected with pDON-5/GSDMC compared with that in cells transfected with the pDON-5 vector for both cell lines (Fig 4I and 4J; *p* < 0.05). GSDMC overexpression in SW480 cells resulted in a significant increase in anchorage-independent growth ability (Fig 4K; 64.3 ± 17.7 colonies per well versus 35.3 ± 10.7 colonies per well, respectively; *p* < 0.05). GSDMC overexpression in WiDr cells tended to increase anchorage-independent growth ability (Fig 4L; 183.0 ± 48.6 colonies per well versus 125.3 ± 20.8 colonies per well, respectively; *p* = 0.127). These results suggested that GSDMC promoted the tumorigenesis of CRC cell lines.

### GSDMC promoted xenograft tumor growth

To further investigate the importance of GSDMC in colorectal tumorigenesis in an *in vivo* model, we generated LoVo cell lines stably expressing *GSDMC* shRNA2 or nonsilencing shRNA. After confirming the stable silencing of GSDMC by qRT-PCR (Fig 5A), we implanted GSDMC-knockdown cells or control cells into nude mice (n = 8 each). The tumor growth speed in mice inoculated with GSDMC-knockdown cells was significantly slower than that in the control group (Fig 5B). The volumes of tumors removed from mice inoculated with GSDMC-knockdown cells were smaller than those removed from mice inoculated with control cells (Fig 5C). Moreover, tumor weights were significantly reduced in mice inoculated with GSDMC-knockdown cells compared with that in mice inoculated with control cells (Fig 5D; 116.6 ± 114.1 versus 315.8 ± 268.8 mg, respectively; *p* < 0.05). These results indicated that GSDMC played an important role in promoting proliferation in colorectal tumorigenesis *in vivo*.

**Fig 5:**
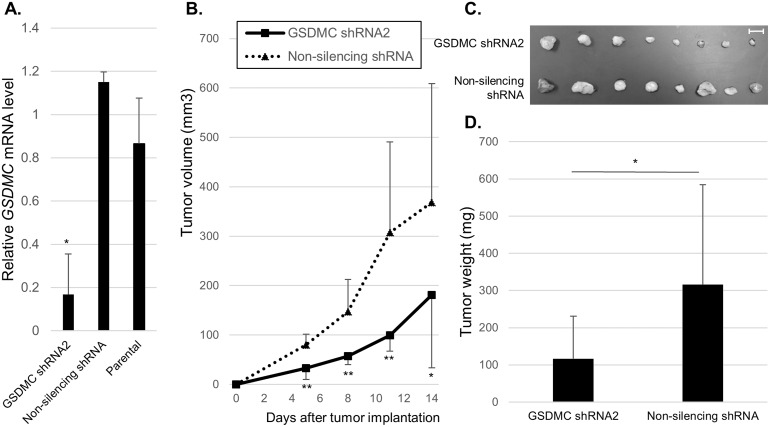
GSDMC promoted xenograft tumor growth *in vivo*. (A) Quantitative reverse transcription PCR was used to analyze the expression of GSDMC in LoVo cells stably expressing *GSDMC* shRNA2 or nonsilencing shRNA. (B)–(D) Effects of GSDMC silencing in LoVo cells on the growth of xenograft tumors in nude mice (n = 8). Cells stably expressing *GSDMC* shRNA2 or nonsilencing shRNA were injected subcutaneously into nude mice. The growth of subcutaneous tumors was measured every 3 days using Vernier caliper, and volume determined by the formula V = 1/2 (length × width^2^). The tumors were then removed from the nude mice and imaged (C). Tumor weights are shown in (D). *p < 0.05, ** *p* < 0.01

## Discussion

In this study, we generated a CRC mouse model in which both *Tgfbr2* and *Apc* were inactivated in the colon epithelium; these mutations induce the formation of adenocarcinomas in the proximal colon. We then identified *GSDMC* as a novel gene upregulated by TGFBR2 inactivation using microarray analysis. Further experiments confirmed that *GSDMC* promoted tumor cell proliferation in colorectal carcinogenesis. Therefore, GSDMC may be a promising therapeutic target in patients with CRC harboring *TGFBR2* mutations.

A previously established CRC mouse model of *Tgfbr2* conditional knockout revealed that *Tgfbr2* inactivation promoted the progression of adenomas initiated by *Apc* inactivation to invasive adenocarcinomas with a mucinous component [17]. In human CRC, *TGFBR2* mutations are frequently observed as a 10-bp poly-adenine repeat in exon 3, called the big adenine tract (BAT-RII); the BAT-RII is a microsatellite sequence prone to replication errors, resulting in insertion or deletion of one or two adenines, thereby introducing truncated, nonfunctional TGFBR2 protein. To recapitulate TGFBR2 mutations in a mouse model, we used *Tgfbr2*^*flox/flox*^ mice, which harbor the *Tgfbr2* allele having *loxP* sites that flank exon 2 [26]. In this model, exon 2 of *Tgfbr2* was removed using a Cre-loxP system, resulting in Tgfbr2 protein inactivation. In this study, we generated *CDX2P-G19Cre*;*Apc*^*flox/flox*^;*Tgfbr2*^*flox/flox*^ mice, which exhibited *Tgfbr2* and *Apc* inactivation in the colon epithelium, using previously generated mouse models [22–25]. Subsequent microarray analysis revealed that *Gsdmc4|Gsdmc2* was the most highly upregulated gene between *CDX2P-G19Cre*;*Apc*^*flox/flox*^;*Tgfbr2*^*flox/flox*^ and *CDX2P-G19Cre*;*Apc*^*flox/flox*^ mice.

The *Gsdm* family genes comprise four human genes (*GSDMA*, *GSDMB*, *GSDMC*, and *GSDMD*) and eight mouse genes (*Gsdma1–3*, *Gsdmc1–4*, and *Gsdmd*). These genes were originally named based on their expression profile; *Gsdm* family genes are expressed in a cell and tissue type-specific manner in epithelial tissues throughout the gastrointestinal tract and dermis [35, 36]. Additionally, each *Gsdm* family may be involved in epithelial cell proliferation, differentiation, and apoptosis and may play a crucial role in tumorigenesis in various organs [37]. *GSDMC* was originally identified as melanoma-derived leucine zipper extranuclear factor (*MLZE*), whose cDNA was isolated from a melanoma cell line. The mouse homolog of *GSDMC* consists of four *Gsdmc* clusters, which exhibit amino acid sequence similarity with each other and are located on chromosome 15 (15D1) [36]. 

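Probe sets of the Gsdmc genes on the array differ in how many genes they represent. Of the sets that carry a symbol of Gsdmc1 to Gsdmc4, 1 carries Gsdmc (Gsdmc1), 1 carries Gsdmc2, 1 carries Gsdmc4, 1 carries Gsdmc2 and Gsdmc4, and 1 carries Gsdmc2, Gsdmc3 and Gsdmc4. No set carries Gsdmc3 alone. In the gene order of the RefSeq annotation of GRCm38.p6, these genes are neighbors, with Gsdmc followed by Gsdmc2, Gsdmcl1, Gsdmc3, Gsdmcl2, Gsdmc4 and the pseudogene Gsdmcl-ps. The set that carries both Gsdmc2 and Gsdmc4 was 6.68-fold higher in double knockout tumors than in Apc knockout tumors (95% confidence interval 1.33 to 33.7), at 7.95 ± 1.94 (SD, n = 3) against 5.20 ± 0.69 (SD, n = 3) on the log2 scale. Its log2 fold change was 2.74 (standard error 0.96, adjusted p = 0.821 from limma). Double knockout tumor 3 (5.78) was below Apc knockout tumor 1 (5.94), so the groups overlapped (two-sided exact permutation test, p = 0.2). The difference was 14.2-fold without double knockout tumor 3 and 3.88-fold without double knockout tumor 2. Its signal was higher than that of 21.7%, 7.8% and 11.7% of the probe sets of the array in Apc knockout tumors 1 to 3, and of 61.0%, 75.2% and 18.4% in double knockout tumors 1 to 3, and no detection call was made, so the fold rests on low signals in 4 tumors whose share of background is not known. Signals of these sets belong to the genes they name together and not to any 1 of them.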

Because the expression levels of individual *Gsdmc* cluster genes cannot be distinguished from one another due to crossreactivity of microarray probes, *Gsdmc4|Gsdmc2* was identified as a significantly upregulated gene pair. However, because other *Gsdmc* cluster pairs also tended to be upregulated (as shown in S5 Table), we assumed that *Gsdmc1–4* function as a gene cluster and are upregulated by *Tgfbr2* mutation. 

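The other probe sets of Gsdmc2, Gsdmc3 and Gsdmc4 ranked just below the Gsdmc4 set among all rises, while those of the neighboring Gsdmc-like genes differed less. The set of Gsdmc2 was 5.87-fold higher in double knockout tumors (11.64 ± 1.30 against 9.09 ± 1.62 on the log2 scale, SD, n = 3 each). The set that carries Gsdmc2, Gsdmc3 and Gsdmc4 was 7.31-fold higher (11.53 ± 1.51 against 8.65 ± 1.51, SD, n = 3 each). Without double knockout tumor 3, Apc knockout tumor 1 or Apc knockout tumor 2, the difference was 9.86-fold, 10.1-fold or 3.30-fold for the Gsdmc2 set and 13.3-fold, 12.3-fold or 4.33-fold for the set of the 3 genes. Gsdmcl-ps, a pseudogene next to Gsdmc4, was 2.68-fold higher (7.98 ± 0.91 against 6.55 ± 0.54, SD, n = 3 each). Gsdmc, named Gsdmc1 in the study, was at 5.45 to 6.15 in double knockout tumors and 5.22 to 5.44 in Apc knockout tumors, above 13.0% to 24.3% of the probe sets of each array. It was 1.45-fold higher, and its mean lay below the filter on signal (two-sided exact permutation test, p = 0.1).
Of all tested sets, Gsdmc2, Gsdmc3 and Gsdmc4 together were the second by log2 fold change (2.87, standard error 1.00), Gsdmc2 was the fourth (2.55, standard error 0.97) and Gsdmcl-ps was at rank 54 (1.42, standard error 0.50). The adjusted p was 0.821 from limma for each of these 3 sets. Double knockout tumor 3 lay below Apc knockout tumor 1 in all 3 (two-sided exact permutation test, p = 0.2 for each). The pair of sets shared by Gsdmcl1, Gsdmcl2 and Gsdmcl-ps had log2 fold changes of 0.11 and 0.13 (exact permutation test, p = 0.6 and 0.5), and the first of them was at −0.01 without double knockout tumor 2.

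**Figure D2:**
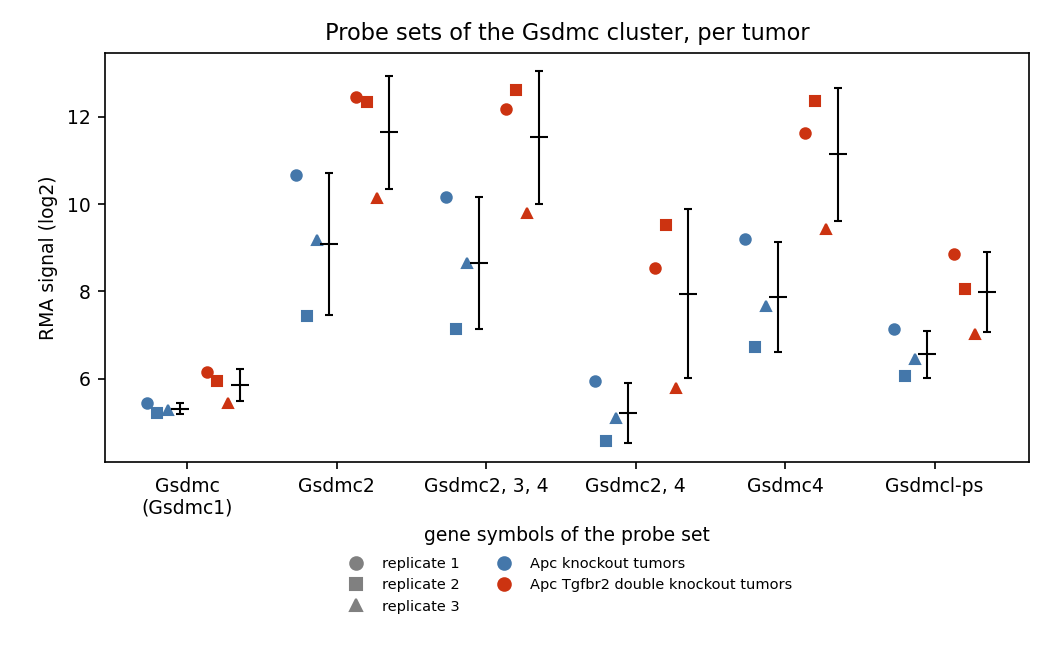
RMA signal on the log2 scale (vertical axis) of 6 probe sets of the Gsdmc cluster (horizontal axis, with the gene symbols each set carries), 1 point per tumor, in Apc knockout tumors (blue) and double knockout tumors (red), with the mean and SD of 3 tumors beside each group. In the Gsdmc2 set, double knockout tumor 3 lies at 10.15 and Apc knockout tumor 1 at 10.66, so these groups overlap, and in the Gsdmc4 set they do not.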

Upregulation of *Gsdmc2* and *Gsdmc4* was validated in RNA from mouse tumors using specific primers designed for qRT-PCR analysis.

Expression of *GSDMC* mRNA, which is observed in the epithelium of the esophagus and stomach, is suppressed in gastric and esophageal cancer cell lines, and proliferation assays with gastric cancer cell lines showed that *GSDMC* has cell-growth inhibitory activity, suggesting that GSDMC may function as a tumor suppressor [37]. In contrast, GSDMC is not expressed in the normal epidermis, but is expressed in melanoma specimens; this expression is correlated with the invasiveness and metastatic potential of melanoma cells [38]. In a recent study, chromosomal engineering in mice showed that copy number gains in the *Myc* gene promote tumorigenesis in mammary tumors only if the downstream sequence encompassing *Pvt1*, *Ccdc26*, and *Gsdmc* is also amplified [39], suggesting that GSDMC may play a role in tumor progression. Therefore, the function of GSDMC in carcinogenesis is unclear, and GSDMC may have organ-specific roles. In this study, we investigated the function of GSDMC in CRC. GSDMC was not expressed in normal colonic tissues, but was highly expressed in CRC tissues at both the mRNA and protein levels (Fig 3). Furthermore, silencing of GSDMC led to a significant reduction in proliferation and tumorigenesis in CRC cell lines in vitro and *in vivo*, whereas overexpression of GSDMC enhanced CRC cell proliferation *in vitro*. These results suggested that GSDMC functioned as an oncogene by promoting cell proliferation in colorectal carcinogenesis.

Our studies with the *CDX2P-G19Cre*;*Apc*^*flox/flox*^;*Tgfbr2*^*flox/flox*^ mouse model yielded some observations that warrant more detailed investigations. First, the mechanisms through which TGF-β signaling regulate the expression of GSDMC was not determined despite our challenges with the identification of the promoter region of *GSDMC*, although previous studies have demonstrated that GSDMA in same family members of GSDMC are regulated by TGF-β signaling [40]. However, the available methods are limited in terms of revealing physiological activity in a complex animal [41]. Additionally, in this study, we showed that conditional inactivation of *Tgfbr2* in the context of *Apc* mutation in the colon epithelium results in noninvasive well-differentiated adenocarcinoma, similar to the morphological phenotype observed with *Apc* mutation alone. This observation may be explained by the fact that *Apc* homozygous knockout in *CDX2P-G19Cre* mice induced rapid growth of polypoid tumors, and the mice did not survive for more than 4 weeks. Because *Tgfbr2* inactivation was confirmed by genotyping and immunohistochemical analysis in tumors of *CDX2P-G19Cre*;*Apc*^*flox/flox*^;*Tgfbr2*^*flox/flox*^ mice, the expression of genes influenced by Tgfbr2 inactivation was assumed to change, and such genes were identified by microarray analysis. However, the mice exhibiting distinct morphological characteristics induced by *Tgfbr2* inactivation, such as deep invasiveness and mucinous carcinoma, was a more convincing tool for identifying changes in gene expression induced by *Tgfbr2* inactivation. To achieve this, it may be useful to generate a CRC mouse model having haploinsufficiency of *Apc*, in which tumors develop more slowly and mice live a longer life [42].

*In vitro*, TGF-β signaling has been shown to induce growth arrest by inhibiting the expression of cyclins/cyclin-dependent kinases (CDKs) by inducing the CDK inhibitors p15INK4B, p21Cip1, and p27KIP1 and blocking c-myc induction [43, 44, 45, 46, 47]. However, the expression levels of these TGF-β signaling targets were not significantly altered in our microarray analysis. 

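The CDK inhibitor genes Cdkn2b (p15INK4B), Cdkn1b (p27KIP1) and Cdkn1a (p21Cip1) and the proto-oncogene Myc differed by less than the spread between tumors. Cdkn2b was at 8.56 ± 0.39 (SD, n = 3) in double knockout tumors and 8.70 ± 0.70 (SD, n = 3) in Apc knockout tumors on the log2 scale, a log2 fold change of −0.14 with a 95% confidence interval of −1.07 to 0.80. Myc had a log2 fold change of −0.20 (95% confidence interval −1.10 to 0.70). It was at 10.73 in double knockout tumor 2, and the fold change was 0.22 without that tumor. Both probe sets of Cdkn1b were near 0 (0.10 and −0.02), and so was the set that Cdkn1a shares with 4930567H12Rik (0.01). The exact permutation test gave p = 0.8 for Cdkn2b, 0.7 for Myc, 0.6 and 1 for Cdkn1b and 0.9 for the Cdkn1a set (two-sided). The signs of these 5 values were not stable. Cdkn2b was at 0.19 without Apc knockout tumor 3, the Cdkn1b sets were at −0.05 without double knockout tumor 2 and 0.09 without double knockout tumor 1, and the Cdkn1a set was at −0.16 without double knockout tumor 3.
Of 15 cyclin, CDK and Cdc25 genes, 10 had higher and 5 lower signals in double knockout tumors, with a median log2 fold change of 0.08, and camera in limma gave an adjusted p = 0.514. Ccnd3 had a log2 fold change of 0.24, Ccne2 of 0.59, Ccna2 of 0.46 and Cdk6 of −0.60. Without double knockout tumor 2 this list passed upward (adjusted p = 0.00239), and without double knockout tumor 3 or Apc knockout tumor 3 it pointed downward (0.670 and 0.485), with a range over all alternatives of 0.00239 to 0.943. Of 26 genes known as direct TGF-β targets, 21 were lower and 5 higher, with a median of −0.20. Tnc, the matrix glycoprotein tenascin C, which is also in Table 1, had a log2 fold change of −1.05 (standard error 0.28). Ltbp2 and Ltbp3 had −0.47 and −0.64, and Ldlrad4 had −0.35. This list passed camera (adjusted p = 0.0122) but not with an estimated correlation (adjusted p = 0.727 with an estimated correlation). Its call also ended without double knockout tumor 2 (0.219) and without Apc knockout tumor 3 (0.264), with a range over all alternatives of 0.000124 to 0.761. Of 19 components of the TGF-β pathway, 11 were lower and 8 higher, and the list did not pass (adjusted p = 0.0846). After Tgfbr2, its smallest p values were those of the signal transducer Smad3 (−0.32), the ubiquitin ligase Smurf1 (−0.31) and Zfyve9 (−0.32). In these 3 lists 0 members passed limma over all genes and 0 when adjusted over the list alone. At an unadjusted p under 0.05, 0 cyclin and CDK genes, 3 direct targets and 3 pathway components, Tgfbr2 among them, were lower. The pathway list was not tested without Tgfbr2, the gene deleted in double knockout tumors.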

Notably, these genes were identified as targets of TGF-β signaling by in vitro assays, demonstrating the simple additive effects of treatment with TGF-β family ligands. Furthermore, GSDMC was identified in a CRC mouse model involving the microcirculation/stromal microenvironment, which an in vitro system cannot mimic.

In conclusion, we generated a CRC mouse model in which inactivation of *Tgfbr2* and *Apc* in the colon epithelium induced the formation of adenocarcinomas. This unique model has the potential to improve our understanding of CRC with *TGFBR2* mutations. Subsequent gene profiling analysis revealed that GSDMC was upregulated by *TGFBR2* mutation in CRC. Furthermore, GSDMC promoted tumor cell proliferation in colorectal carcinogenesis and may be a promising therapeutic target for patients with CRC having *TGFBR2* mutations.

## Supporting Information

S1 Fig Quantitative reverse transcription PCR analysis showing the relative expression levels of *GSDMC* mRNAs in eight colorectal cancer cell lines. Bars indicate means + SDs.
(TIF) Click here for additional data file.

S1 Table The sequences of primers (*Mus musculus* and *Homo sapiens*) used for quantitative RT-PCR and sequencing analysis. (XLSX) Click here for additional data file.

S2 Table The sequences of the siRNAs/shRNAs used for GSDMC silencing and those of PCR primers used for GSDMC overexpression. The coding region in *GSDMC* mRNA was cloned by PCR using the indicated primers, and the product was inserted into a retroviral vector.
(XLSX) Click here for additional data file.

S3 Table Gene sets differentially expressed in tumors of *CDX2P-G19Cre*;*Apc*^*flox/flox*^;*Tgfbr2*^*flox/flox*^ mice in comparison with those of *CDX2P-G19Cre*;*Apc*^*flox/flox*^ mice analyed with c4 gene seta in MSigDB using GSEA software and Simple Array Analyzer. (XLSX) Click here for additional data file.

S4 Table Gene sets differentially expressed in tumors of *CDX2P-G19Cre*;*Apc*^*flox/flox*^;*Tgfbr2*^*flox/flox*^ mice in comparison with those of *CDX2P-G19Cre*;*Apc*^*flox/flox*^ mice analyed with c5 gene seta in MSigDB using GSEA software and Simple Array Analyzer. (XLSX) Click here for additional data file.

S5 Table The sets of *Gsdmc* cluster genes whose expression levels were altered in the tumors of *CDX2P-G19Cre*;*Apc*^*flox/flox*^;*Tgfbr2*^*flox/flox*^ mice compared with those of *CDX2P-G19Cre*;*Apc*^*flox/flox*^ mice, as shown in microarray analysis. The expression of other *Gsdmc* cluster gene sets tended to increase, similar to *Gsdmc2|Gsdmc4*, whose expression increased significantly.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

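RNA was measured in laser-dissected colon tumors of 3 double knockout mice (Apc and Tgfbr2 deleted) and 3 Apc knockout mice, all 3 weeks old, with 1 array per mouse, and the labels give the mice separate numbers, so replicates are separate animals. According to the methods and the submitters' processing notes, the authors hybridized Affymetrix Mouse Gene 1.0 ST arrays and processed them with RMA in GeneSpring GX, and the deposited values are on a log2 scale, after background correction, quantile normalization across arrays and a summary of the probes of each set. The version of RMA and the annotation build are not given in the sources used here. The values were not centred gene by gene. Array medians and the correlations between arrays were examined first. No other column of per-tumor values was used.

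The deposited table has 35556 probe sets. In the platform annotation used here, 21789 probe sets have 1 gene symbol, 1621 have several and 12146 have none. Of the sets with 1 symbol, 21698 were found in the RefSeq table of assembly GRCm38.p6 by their gene identifier, and 0 symbols had to be updated. That table was used only for names and for which genes neighbor each other. Sets with several symbols are reported by all of them and entered no gene list, apart from the Gsdmc cluster. Slc22a3 and Slc19a3 of Table 1 were paired with no probe set and were not analysed here.

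Probe sets with at least 1 symbol and a mean over the 6 arrays at or above the 20th percentile of all sets (5.88) were tested, 19506 in all. The methods set a cut-off of 20% to remove entities poorly reproducible between chips, and do not give the measure it applies to. The test was limma 3.58.1 (lmFit and eBayes) in R 4.3.3, double knockout minus Apc knockout, without covariates, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Counts at the study's thresholds used a fold change of at least 2 and an unadjusted p under 0.05. The unpaired t-test with equal variances named in the methods was run on the same values. Exact permutation tests of 3 tumors against 3 cannot give a two-sided p under 0.1. Of 44 gene lists, 43 had at least 3 measured members and were tested with camera at a preset correlation of 0.01 on 1 probe set per gene (the one with the highest mean, 16785 genes), with adjustment over the lists. Camera with an estimated correlation and fry were alternatives. Intervals are 95% confidence intervals from the limma fit.

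The design, the gene lists and the rule for named genes were set before the data were examined, although values in the paper's tables had been seen. The rule took the genes of Table 1 and S5 Table, Cdkn2b, Cdkn1a, Cdkn1b, Myc, Tgfbr2, Apc and B2m, then the 12 single-symbol probe sets with the largest change in each direction among those with an unadjusted limma p under 0.05 and no overlap between groups, then up to 10 sets in each direction with an adjusted p under 0.05 (none qualified), and the 4 members with the smallest limma p of each list described. Parts of some lists were written with Table 1 in view and are named where they are reported.

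Alternatives were the methods' t-test, no filter on level, a 40th percentile filter (7.15), a 20th percentile on at least 1 array, a coefficient of variation under 20% in both groups, all probe sets including unnamed ones and controls, median centring, a further quantile normalization, a trend with robust eBayes, array weights, the replicate number as a block, each tumor left out in turn, and for lists the mean of all probe sets of a gene. A 20th percentile on every array, sex as a covariate and array weights estimated gene by gene were added after the data had been seen. All splits of the 6 tumors into 3 and 3 (10 in number) were fitted for the counts.

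The fit was tested on simulated data with the probe sets and spread of this comparison: of 50 probe sets changed by log2 1, 2, 3 and 4 each among 19506, 58%, 82%, 90% and 96% passed the adjusted threshold, with 5 false calls. These shares hold for the simulated data and are not the power of the comparison of these tumors. In the tumors the Gsdmc4 set, at a log2 fold change of 3.28, had an adjusted p of 0.821 from limma. The number of arrays limits the precision of each value. The MSigDB gene sets of S3 and S4 Tables are not used here. The result of 1 gene that the rule names is not reported here. The qRT-PCR, protein, cell line and human data of the study have no values among those used here.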

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

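Of the tests reported here, the gene lists, the t-test counts and the 10 splits of the tumors were planned, and all other tests of an explanation were chosen after the values had been seen. The gene lists below passed camera's adjusted threshold on genes that the paper does not discuss as groups. None passed with an estimated correlation, and only the list of ERK targets and the genes of Table 1 passed fry. Over all genes, 0 members of any list passed limma. The Wnt, gastric, acute phase, fetal, imprinted, small noncoding RNA, histone and xenobiotic lists hold genes of Table 1 that were known when the lists were written, so they are not independent evidence of direction. Groups of 3 tumors were not tested for single outlying samples.

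Double knockout tumor 2 stood apart from the other 5 tumors, with 1592 probe sets over 1 on the log2 scale from the median of the arrays, against 151 to 269 in the others. Smooth muscle alone in the dissected sample is argued against, because the colonocyte list was also higher in tumor 2, by 1.31 over the other 2 double knockout tumors. Differentiated non-tumor epithelium in the sample may be a source, since the colonocyte list minus the Wnt list was higher by 3.22 than in the other 2 double knockout tumors, and a more distal site in the colon may be another, since the median of the Hox13 genes was 4.07 above the highest of the other 5 tumors (10.4 against 6.09 to 6.30). These cannot be told apart from one another or from a biological difference of the tumor, because 1 tumor shows them all and both tests were made on the values that raised the question. The genotype cannot account for the difference within a genotype, and no other biological explanation was tested.

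Gsdmc4 was higher in double knockout tumors by 3.28 on the log2 scale, by amounts that varied among tumors. The sex of the mice as the whole cause is argued against, since with sex in the fit the log2 fold change was 2.90 (standard error 0.956). The planned settings did not adjust for sex and do not bear on that question. Over those that tested Gsdmc4 the difference was 5.92-fold to 17.5-fold (array weights and without double knockout tumor 3). Differentiated non-tumor epithelium could contribute, although neither measure of the relation passed after adjustment: over the 6 tumors Gsdmc4 and the colonocyte minus Wnt difference had a Spearman rho of 0.657 (exact permutation p = 0.175, adjusted 0.350 over 2 relations) and a Pearson r of 0.763 (exact permutation p = 0.0333, adjusted 0.0667), with r = 0.992 without double knockout tumors 2 and 3, the farthest from the median. That leaves 4 tumors and removes double knockout tumor 3, which had the lowest colonocyte minus Wnt difference (−1.22) with a Gsdmc4 level of 9.43, so it adds no support. With 1 tumor left out, rho was 0.4 without double knockout tumor 1 or double knockout tumor 2, 1 without double knockout tumor 3 and 0.7 without each of the others. For weaning-stage maturation rho was 0.0286 (exact permutation p = 1, adjusted 1) and r was 0.0421 (exact permutation p = 0.918, adjusted 0.918), with r = −0.468 without the same 2 tumors and a rho of −0.7 (without double knockout tumor 2) to 0.3 with 1 tumor left out. Both explanations cannot be told apart from an effect of the Tgfbr2 genotype with 3 tumors in each group, and the genotype stays open as the biological one.

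The acute phase genes Hp, Saa3, Lcn2 and Cp were lower in double knockout tumors, with a median log2 fold change of −1.57, and markers of neutrophils, which carry some of these proteins, were lower too. With the mean of the neutrophil list as a covariate, the median was −1.95, with Hp at −2.03 (standard error 0.409), Saa3 at −2.34 (0.648), Lcn2 at −1.87 (0.676) and Cp at −1.45 (0.224), and the mean of the 4 genes was −1.92 (standard error 0.519, 95% confidence interval −3.58 to −0.27). Fewer neutrophils, as measured by this list, as the whole cause is argued against by the fit to all tumors, since that would leave no difference. The fit does not exclude it. The neutrophil means of the groups overlapped only through double knockout tumor 2 (8.63) and Apc knockout tumor 3 (8.59), so the adjustment depends on few tumors. The slope on the neutrophil mean was −0.27 (standard error 0.35) and adds no support. It was 0.21 without double knockout tumor 2 and −0.65 to −0.25 without each of the others. Without double knockout tumor 2 the median was −0.99 and the mean −1.02 (upper bound of the 95% confidence interval −0.040), and without each of the others the median was −2.64 to −1.94, with intervals that reach above 0 for 4 of the 5, where fewer tumors are left. A part played by neutrophils, and a difference in inflammation or in the epithelium between the genotypes, which was not tested, stay open, and these genes were in Table 1 before they were listed.

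The splits of the 6 tumors into 3 and 3 are too few for a share under 0.05. For probe sets past the study's thresholds in limma, 3 of 10 splits, the real one included, gave at least its 158 (highest other split 218), and in the methods' t-test 3 of 10, the real one included, gave at least its 61 (highest other 105). For gene lists called by camera, 3 of 10, the real one included, gave at least its 20 (highest other 25). For probe sets past an adjusted p of 0.05 in limma the real split gave 0 (highest other 4), with 1092 at an unadjusted p under 0.05 and 0 in the adjusted t-test. Any split reaches a count of 0 (10 of 10), so that comparison says nothing about the grouping.

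Of 23 Wnt targets and crypt stem cell genes, 21 were lower (median log2 fold change −1.09, camera adjusted p = 1.33e-06, adjusted p = 0.657 with an estimated correlation, 0 members adjusted over the list alone), with Dkk3 at −1.18, Sp5 at −1.15, Smoc2 at −1.20 and Ephb3 at −0.93, and the median member lay at −2.15 in double knockout tumor 2 and at 0.22 to 0.68 in the other 5 tumors, each relative to the mean of the remaining tumors (levels per tumor below are given the same way). All 12 neutrophil markers were lower, 11 after median centring or quantile normalization (median −1.02, adjusted p = 1.74e-05, adjusted p = 0.415 with an estimated correlation, 0 adjusted over the list alone), with Retnlg at −1.72, Il1r2 at −1.04, Ngp at −2.64 (−3.69 without Apc knockout tumor 3) and S100a9 at −1.84 (−1.18 without double knockout tumor 1 and −2.50 without double knockout tumor 2). All 8 Paneth cell genes were lower, 7 after median centring (median −0.81, adjusted p = 0.0197, adjusted p = 0.727 with an estimated correlation, 0 adjusted over the list alone), among them Pla2g2a at −0.91 and Lyz1 at −0.70, but not without double knockout tumor 2 (adjusted p = 0.179, where that tumor's level was −1.68) or Apc knockout tumor 2 (0.0729), in a range of 0.00316 to 0.761 over all alternatives. Of 15 gastric epithelium genes, 13 were lower (median −0.19, adjusted p = 0.000639, adjusted p = 0.330 with an estimated correlation), with Sox2 at −1.57 (−0.80 without Apc knockout tumor 1) and Gkn3 at −1.17 (−0.34 without Apc knockout tumor 2), and 2 of them (Muc6 and Psca) passed when adjusted over the list alone, both in Table 1 when the list was written. Of 23 acute phase and inflammation genes, 15 were lower (median −0.24, adjusted p = 0.00568, adjusted p = 0.415 with an estimated correlation, 2 lower adjusted over the list alone), a list also written with Table 1 in view, and not without Apc knockout tumor 2 (0.143, in a range of 0.000419 to 0.415). Of 17 fetal and regenerative epithelium genes, 12 were lower (median −0.28, adjusted p = 0.0163, adjusted p = 0.415 with an estimated correlation, 0 adjusted over the list alone), led by Clu and Krt23 of Table 1, and not without double knockout tumor 1 (0.182) or Apc knockout tumor 3 (0.0540, in a range of 0.000227 to 0.415). Of 19 imprinted genes, 14 were lower (median −0.16, adjusted p = 0.0171, adjusted p = 0.432 with an estimated correlation, 1 adjusted over the list alone), led by Nnat, Cdkn1c and Igf2 of Table 1, and not without double knockout tumor 2 (0.0571) or Apc knockout tumor 1 (0.0850, in a range of 0.00160 to 0.432). Of 24 ERK targets and EGFR ligands, 21 were lower (median −0.16, adjusted p = 0.00161, adjusted p = 0.229 with an estimated correlation, 0 adjusted over the list alone), among them Btc at −0.66 and Tgfa at −0.45. Of 55 small noncoding RNAs, 54 were lower (median −0.52, adjusted p = 1.44e-18, adjusted p = 0.432 with an estimated correlation, 0 adjusted over the list alone, 16 lower at an unadjusted p under 0.05), among them Rnu3a, Rnu12 and Snora74a of Table 1 and Snora62 at −0.89. Their level was −0.44, −0.62 and 0.11 in double knockout tumors 1 to 3 and 0.20, 0.65 and 0.20 in Apc knockout tumors 1 to 3. Double knockout tumor 3 thus lay close to Apc knockout tumors 1 and 3. The cause was not tested.

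Of 29 replication-dependent histone genes, 28 were higher (median 0.42, adjusted p = 1.09e-11, adjusted p = 0.415 with an estimated correlation), with H2bc18 at 0.49 and H2bc9 at 0.50, and 1 (H1f1, in Table 1) passed when adjusted over the list alone. Of 24 proliferation genes, 23 were higher (median 0.23, adjusted p = 0.0426, adjusted p = 0.858 with an estimated correlation, 0 adjusted over the list alone), but not without double knockout tumor 1 (0.405), without double knockout tumor 3 (0.778), after median centring (0.0608) or after quantile normalization (0.0553), and they pointed downward without Apc knockout tumor 3 (0.264), in a range of 2.46e-08 to 0.881 with double knockout tumor 2 left out at the low end. Of 12 smooth muscle markers, 11 were higher (median 0.49, adjusted p = 0.0290, adjusted p = 0.792 with an estimated correlation, 0 adjusted over the list alone), at a level of 1.66 in double knockout tumor 2, and they pointed downward without that tumor (0.491) and did not pass without Apc knockout tumor 2 (0.274) or after median centring (0.0598), in a range of 0.000250 to 0.874. All 8 B and plasma cell markers were higher (median 0.14, adjusted p = 0.0426, adjusted p = 0.727 with an estimated correlation, 0 adjusted over the list alone), with Jchain at 2.23 (3.31 without double knockout tumor 3), but not without double knockout tumor 1 (0.0926), double knockout tumor 2 (0.447), Apc knockout tumor 1 (0.0850) or Apc knockout tumor 2 (0.180), and not after median centring (0.0598), after quantile normalization (0.0573), with the 40th percentile filter (0.274, 4 members left) or with the 20th percentile on every array (0.113), in a range of 0.00187 to 0.727. Of 15 enteroendocrine genes, 12 were higher (median 0.27, adjusted p = 0.0426, adjusted p = 0.792 with an estimated correlation, 0 adjusted over the list alone), among them Tph1 at 0.95 (1.57 without double knockout tumor 3) and Chga at 0.74 (0.14 without double knockout tumor 2), at a level of 0.96 in double knockout tumor 2, pointing downward without that tumor (0.896) and not passing without Apc knockout tumor 2 (0.195) or 3 (0.135), after median centring (0.0759) or after quantile normalization (0.0724), in a range of 9.58e-05 to 0.896. Of 73 xenobiotic metabolism genes, 53 were higher (median 0.20, adjusted p = 0.0252, adjusted p = 0.792 with an estimated correlation, 0 adjusted over the list alone), led in size by Cbr2 of Table 1, at a level of 0.52 in double knockout tumor 2, pointing downward without that tumor (0.910) and not passing without Apc knockout tumor 2 (0.192) or 3 (0.118), after median centring (0.0598) or with the 40th percentile filter (0.104), in a range of 9.58e-05 to 0.910.

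Single genes outside Table 1 also passed the study's thresholds in the methods' t-test (limma adjusted p = 0.821 for each, no overlap between groups, 3 tumors against 3). Tinag (log2 fold change 1.53) and Trim30d (1.00) were higher in double knockout tumors. St8sia6 (−1.07), Cers3 (−1.04), Inhbb, which encodes the beta B subunit of activin and inhibin (−1.02), Pcdhb21 (−1.01), Rbm20 (−1.01), Stox2 (−1.01) and Gpcpd1 (−1.004) were lower. Double knockout tumor 2 was the most extreme of all tumors for each of these higher and lower genes. Tinag was at 9.95 there, with 8.77 and 8.28 in the other double knockout tumors. Cers3 was at 7.56, with 8.16 and 8.72, and Gpcpd1 at 10.19, with 11.18 and 10.85. These fold changes therefore rest in part on that tumor.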

How the results depend on the processing

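Sex as a covariate, the 20th percentile on every array and the weights estimated gene by gene were added after the data had been seen, and all other settings were planned. Gsdmc4 was higher in double knockout tumors at an unadjusted p under 0.05 under each setting that tested it. Its log2 fold change was 3.31 after median centring, 3.27 after quantile normalization, 2.56 with array weights, 2.63 with weights gene by gene, 2.90 with sex in the fit, and 2.67 (without double knockout tumor 2) to 4.13 (without double knockout tumor 3) with 1 tumor left out. The filter on the coefficient of variation removed the Gsdmc4 set, so it gave no value there. The other filters, the methods' t-test and the trend with robust eBayes left its fold as it was.

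The count past an adjusted p of 0.05 was 0 higher and 0 lower in limma, 0 and 0 with each tumor left out (0 to 0), 29 and 78 with the filter on the coefficient of variation, and 1155 and 1589 with array weights. It was 0 under all other settings, where the smallest adjusted p was between 0.104 (without double knockout tumor 3) and 0.930 (sex as a covariate). The filter on the coefficient of variation selects probe sets on the same spread within groups that the test uses, and another split of the tumors gave 261 against its 107. The array weights were 6.86 for double knockout tumor 1, 5.39 for Apc knockout tumor 1 and 0.208 to 0.621 for the other 4 tumors, the estimate did not converge, and the highest other split gave 71 against the real 2744. Weights gene by gene gave 0 calls. At the study's thresholds (37 higher and 121 lower in limma), the methods' t-test gave 15 and 46, the filter on the coefficient of variation 1 and 3, and array weights 197 and 253. Weights gene by gene gave 130 higher, and sex as a covariate 72 lower. With 1 tumor left out, the higher count was 14 (without Apc knockout tumor 3) to 213 (without double knockout tumor 3) and the lower count 54 (without Apc knockout tumor 1) to 297 (without double knockout tumor 3). Each tumor left out also leaves fewer samples. The cause of the other changes was not tested.

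The 6 tumors carry numbers 1 to 3 in each genotype, but the numbers do not pair them: deviations from the group means correlated at −0.203, −0.0649 and 0.0915 for the same number, and not every tumor correlated best with its own number. With the replicate number as a block, 0 probe sets passed the adjusted threshold (smallest adjusted p 0.534), 51 higher and 186 lower ones passed the study's thresholds, and 21 lists passed camera, with the TGF-β pathway list (adjusted p = 0.0490) and the gasdermin list (0.0422) added and the proliferation list lost (0.0727). The TGF-β pathway list holds Tgfbr2 itself, the gene deleted in double knockout tumors, and was not tested without it.

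Of 20 gene lists called by camera, 0 passed with an estimated correlation and 3 passed fry, which tests each list by itself. Median centring ended 5 of the calls, quantile normalization 4, the 40th percentile filter 3 and the 20th percentile on every array 1, while no filter and the mean of all probe sets of a gene ended none. With 1 tumor left out, 17 to 24 lists passed, and 7 described lists turned direction under at least 1 omission. Their adjusted p then ranged from 2.46e-08 to 0.778 for proliferation, 7.49e-05 to 0.716 for collagens and matrix, 0.000250 to 0.491 for smooth muscle, 9.58e-05 to 0.896 for enteroendocrine genes, 9.58e-05 to 0.910 for xenobiotic metabolism, 0.00239 to 0.943 for cyclins and CDKs and 0.00165 to 0.780 for colonocyte genes. The cause was not tested.

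Single genes whose sign turned had changes near 0 or rested on 1 tumor. The first set shared by Gsdmcl1, Gsdmcl2 and Gsdmcl-ps was at −0.030 with array weights, −0.0082 gene by gene and −0.010 (without double knockout tumor 2) to 0.17 with 1 tumor left out. B2m was at 0.065 with array weights, 0.056 gene by gene and −0.19 to 0.11 with 1 tumor left out, and Myc at 0.00094, 0.029 and −0.54 to 0.22. Myl9 was at −0.15 with array weights and −0.018 gene by gene. The second Cdkn1b set was at 0.0093 after median centring, 0.025 after quantile normalization, 0.052 with sex in the fit and −0.18 to 0.090 with 1 tumor left out, and the first at −0.048 to 0.22. The Cdkn1a set was at −0.046 after quantile normalization and −0.16 to 0.20 with 1 tumor left out. With 1 tumor left out, Cdkn2b was at −0.51 to 0.19, Tyms at −0.0061 to 0.62, Ccnb2 at −0.013 to 0.44 and Cpa3 at −0.046 to 2.25. The cause was not tested. Of the 157 named probe sets apart from the Gsdmc4 set, those that turned sign included, 100 were at an unadjusted p under 0.05. The methods' t-test ended this for 35, sex as a covariate for 25 and leaving out 1 tumor for 12 (double knockout tumor 3) to 30 (Apc knockout tumor 3), array weights brought it to 33 more, and the other filters on level changed none.

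No background signal per array was used, so how much of a low signal is background is not known here. This limits Gsdmc (log2 fold change 0.54), which lay above 13.0% to 24.3% of the probe sets of each array, and the set of Gsdmc2 and Gsdmc4, which lay above 7.8% to 21.7% in the Apc knockout tumors. The filter at the 20th percentile is a limit on level and not a test of detection.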

Differences from the paper's values

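At the study's thresholds of 2-fold and an unadjusted p under 0.05, the paper gives 13 upregulated genes, and limma gave 37 higher probe sets. The paper gives 37 downregulated genes, and limma gave 121 lower probe sets. Of the alternatives set before the data were examined, the methods' t-test brought both counts within 1.5 times of the paper's (15 and 46), leaving out Apc knockout tumor 3 did so for the higher count (14) and leaving out Apc knockout tumor 1 for the lower one (54). The others did not, with 1 to 213 higher and 3 to 297 lower. The t-test is the test that the methods name. The methods also set a cut-off of 20% against entities poorly reproducible between chips, and of the 48 probe sets matched to Table 1, a coefficient of variation under 20% in both groups kept 1 higher and 3 lower ones. The paper counts genes and these are counts of probe sets.

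Of the probe sets past the study's thresholds in the methods' t-test, 2 higher and 8 lower ones carry no gene of Table 1, and 4 further lower ones are additional probe sets of Table 1 genes. Table 1 is titled a selective list. For the set of Rnu1b6, Rnu1b2 and Rnu1b1, which Table 1 lists with a p of 0.050, the methods' t-test gave 0.0521, and limma placed it past the study's thresholds. For the other genes of Table 1 that were paired with a probe set, direction and fold came out as in the paper, with a median ratio to the paper's fold of 1.03 for the higher and 1.02 for the lower genes. The footnote of Table 1 defines the fold as double knockout over Apc knockout, while the downregulated genes are listed with values above 1. These were read as fold decreases, which is the scale on which they match. The pair that the paper calls Gsdmc4 and Gsdmc2 matched, by fold and p, a probe set that carries only Gsdmc4 in the annotation used here.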

Other observations

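The gene lists in this part were planned, and no test in it was chosen after its result was seen. In each list 0 members passed limma over all genes. Interferon response and antigen presentation genes were mostly higher in double knockout tumors, 18 of 21 (median log2 fold change 0.38), and did not pass camera (adjusted p = 0.0540, adjusted p = 0.847 with an estimated correlation). Oas1a, an interferon-induced sensor of double-stranded RNA, had a log2 fold change of 0.66 (standard error 0.26), Ciita, the activator of MHC class II genes, of 0.52, and the class II gene H2-Eb1 of 0.52. Cd1d1, which presents lipids to NKT cells, went the other way (−1.08) and was the 1 member that passed when adjusted over the list alone, and it is in Table 1, so it is not independent evidence. Double knockout tumor 2 ran against the list: relative to the mean of the remaining tumors the median member lay at −0.93 there, and at 0.97 and 0.64 in double knockout tumors 1 and 3. The list passed upward without double knockout tumor 2 (adjusted p = 2.06e-13), without Apc knockout tumor 2 (0.0160), without Apc knockout tumor 3 (0.0431) and with the 40th percentile filter (0.0376), in a range of 2.06e-13 to 0.949 over all alternatives.

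Mast cell markers were higher for 8 of 10 (median 0.32, adjusted p = 0.101, adjusted p = 0.792 with an estimated correlation, 0 members adjusted over the list alone). Cma1, the mast cell chymase, had a log2 fold change of 0.45, and the proteases Mcpt4, Mcpt2 and Cpa3 had 0.86, 1.94 and 1.37. These rested largely on double knockout tumor 1, with Mcpt2 at 12.54 there, against 5.94 to 8.44 in the other 5 tumors, and Cpa3 at 10.52, against 5.65 to 6.80, and without that tumor Mcpt4 was at 0.14, Mcpt2 at 0.25 and Cpa3 at −0.046. Without double knockout tumor 2, Mcpt2 was at 3.24 and Cpa3 at 2.25, and Mcpt2 was at 2.55 and 1.30 without Apc knockout tumors 2 and 3. The list passed without double knockout tumor 2 (adjusted p = 0.000483), in a range of 0.000483 to 0.984. Colonocyte differentiation genes were higher for 16 of 21 (median 0.25, adjusted p = 0.246, adjusted p = 0.858 with an estimated correlation, 0 adjusted over the list alone). Among them Vil1, the actin-bundling protein of the brush border, had a log2 fold change of 0.53 and the chloride-bicarbonate exchanger Slc26a3 of 2.42, and the sodium-proton exchanger Slc9a3 and Tmigd1 had −1.01 and −0.92. Slc26a3 was at 12.35 in double knockout tumor 2, with 8.49 and 6.25 in the other double knockout tumors, and its log2 fold change was 0.76 without that tumor and 3.81 without double knockout tumor 3. The list passed upward without double knockout tumor 3 (adjusted p = 0.00165) and without Apc knockout tumor 1 (0.0302), and pointed downward without double knockout tumor 2 (0.528), in a range of 0.00165 to 0.881.

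Of the 7 members of the gasdermin list, where Gsdmc3 stands for the set it shares with Gsdmc2 and Gsdmc4 and is not measured by itself, 5 were higher and 2 lower in double knockout tumors, 6 and 1 after median centring or quantile normalization (median 0.32, mean 1.12), and the list did not pass (adjusted p = 0.0753, adjusted p = 0.432 with an estimated correlation, 0 adjusted over the list alone). Apart from the Gsdmc genes of Table 1, which are not independent evidence, Gsdma had a log2 fold change of −1.18 (standard error 0.36, adjusted p = 0.821 from limma), with 8.52 ± 0.75 (SD, n = 3) in double knockout tumors and 9.70 ± 0.14 (SD, n = 3) in Apc knockout tumors and no overlap between groups. The list passed without double knockout tumor 3 (adjusted p = 0.0241) and without Apc knockout tumor 1 (0.0302), in a range of 0.0241 to 0.432. Of 17 genes of the IL-4 and IL-13 response of gut epithelium, 12 were higher (median 0.15, adjusted p = 0.119, adjusted p = 0.727 with an estimated correlation, 0 adjusted over the list alone). The 3 members with the smallest p were Gsdmc2, Gsdmc4 and the set they share with Gsdmc3. The list passed without double knockout tumor 2 (adjusted p = 0.0386), double knockout tumor 3 (0.0210) or Apc knockout tumor 1 (0.0302), in a range of 0.0210 to 0.839.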
